A study of Mus musculus with 12 samples. Its data were reported in "An obesity-associated gut microbiome reprograms the intestinal epigenome and leads to altered colonic gene expression" (2018).

How the data were processed

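Total RNA from colon epithelium of male and female C57BL/6 mice was hybridised to Affymetrix mouse transcriptome arrays, which interrogate coding and non-coding transcripts with groups of probes called transcript clusters. There were 12 arrays in 4 groups, male and female mice on a high fat diet (HFD) or a low fat diet (LFD) for 20 weeks, with 3 arrays per group. Groups and replicate numbers were taken from the labels. The labels call the arrays of a group replicates without saying that each came from a separate animal, so the p-values measure the spread between these samples, which may be technical.

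The values analysed were those the authors deposited, 1 log2 expression value per transcript cluster and array. The submitters' processing notes name RMA, which corrects background, quantile-normalises probes across arrays and summarises them on the log2 scale, and the study's methods name the Partek software for the log2 step. Versions of both are not given in the sources used here. Scanner images and probe intensities were not used here, so background correction and probe summary could not be varied, and dim transcripts carry no call of presence or absence. The table held 72688 features. The 6732 with plain numeric identifiers carried no gene and were left out, and 65956 transcript clusters were tested. Of these, 1221 repeated the 12 values of another transcript cluster. Medians of the arrays lay between 5.2699 and 5.3751 log2, so a further scaling was tried as an alternative. Depth has no meaning for arrays, and the small number of arrays is 1 limit on the precision.

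Gene symbols came from the platform annotation supplied with the table: 30604 transcript clusters had 1 symbol, 2146 had several and 33206 had none. Symbols were updated through a RefSeq gene table where it listed an older name, which changed 827 of them. No gene was named from a transcript cluster with several symbols. For tests of gene lists, each of the 30142 genes was represented by its transcript cluster with the highest mean over all 12 arrays. No genome was used, so no coordinates are given.

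Differences were tested with limma 3.58.1 in R 4.3.3. One linear model with a mean for each of the 4 groups was fitted to all 12 arrays with lmFit and eBayes, leaving 8 residual degrees of freedom, to which moderation added 3.64. All tests were two-sided. The contrasts were HFD minus LFD in males, in females and averaged over the sexes, the difference between the male and the female diet effect (the interaction), and male minus female averaged over the diets. The p-values were adjusted by the Benjamini-Hochberg method over all 65956 transcript clusters, with a threshold of 0.05, and transcripts were also counted at the study's threshold of an unadjusted p below 0.001. A fold change is the antilog of a difference of mean log2 values.

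Gene lists were tested with limma's camera, which asks whether the genes of a list move relative to all other genes, at its preset correlation between genes of 0.01 and with Benjamini-Hochberg adjustment over the lists. Every list was also tested by camera with the correlation estimated from the data, and by fry, which asks whether the genes of the list move on balance one way without reference to other genes. Within a list, single genes were also adjusted over the list alone. The lists were fixed before the data were examined, as were the 4 group model, the thresholds, the rule for named genes and the alternatives not described below as added. They numbered 50, and covered lipid metabolism (fatty acid oxidation and PPAR targets, fatty acid synthesis, cholesterol synthesis, lipid uptake and lipoproteins), energy metabolism (glycolysis, TCA cycle, oxidative phosphorylation, short chain fatty acid handling), bile acid handling, xenobiotic metabolism, stress (oxidative stress, unfolded protein and integrated stress response, heat shock, hypoxia), AP-1 and immediate early genes, the circadian clock, cell cycle, Wnt targets and stem cells, immunity (interferon response, MHC class I and II, antimicrobial defence), transcription factors of the intestine with HNF4A, tight junctions, ribosomal proteins, histones, growth factor and incretin signals, ion and water transport, and markers of epithelial cell types, of other cell types and of gut regions. Lists of genes on the Y chromosome and of X inactivation and escape checked the labels, and the genes the study singled out or tested by qPCR formed a list each. A list of the protein genes encoded in mitochondria had 0 measured members and was not tested, because it had fewer than the 5 members required. It did not hold the RNA genes encoded there, such as mt-Tk, which were measured. One symbol in the study's primer list, Ras51ap2, was read as Rad51ap2.

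The genes named for a diet comparison are the 12 with the largest rise and the 12 with the largest fall among transcript clusters with 1 symbol. They had to pass the adjusted threshold if 20 genes did, and otherwise an unadjusted p below 0.001, with no overlap between the HFD and LFD arrays of a sex. Predicted genes and small RNAs were passed over: 17 in males, 14 in females and 8 in the average. In the average, 12 of the 35 transcript clusters with 1 symbol past that p had arrays that overlapped in at least 1 sex. Some of these were also predicted genes or small RNAs, and 18 genes were left. For a list, the 2 to 4 members with the smallest p were named; for the interaction the 5 smallest p each way; and for sex the 5 largest differences each way outside the sex-linked lists. Genes named outside this rule are marked as chosen after their values were seen.

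Per array, the score of a list was the mean deviation of its genes from their means over the 12 arrays. The correlation between the male and the female diet effect was computed across genes brighter than the median. It is a description, since genes are not independent replicates, and was set beside the same correlation after arrays were relabelled within each sex. The code for genes and lists was tested on simulated data with the variances of the real transcripts. In the simulated diet comparison in males, 91% of 67 transcripts changed by 1 log2 unit passed the adjusted threshold and 16.4% of 67 changed by 0.5 did, with 3 false calls. In females these shares were 88.1% and 19.4%, with 6 false calls. For the average over the sexes they were 98.5% and 56.7%, with 12 false calls, and for the interaction 61.2% and 1.49%, with 8. The simulated transcripts varied independently, and 66 changed by 2 log2 units were among them, which made the adjusted threshold easier to pass. In the real arrays Scd1, at -2.03 log2 in males, had an adjusted p of 0.305 by limma, so these shares do not give the power there.

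The alternatives were quantile normalisation of the deposited values across arrays, centring each array on its median, leaving out transcripts dimmer than the median, testing only transcripts with 1 symbol, eBayes with an intensity trend or robust variances, the 4 group model without moderation, array weights, the replicate number as a block, each array left out in turn, fits to the 6 arrays of 1 sex with and without moderation, the other list tests, and the mean of a gene's transcript clusters. Those added after the data were seen were leaving out repeated transcript clusters, testing lists against lists matched on mean expression, and leaving out together the 2 arrays that stood apart in a principal component analysis, female LFD replicate 2 and male LFD replicate 3.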

Results

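The sex of the mice was plain in transcripts of the sex chromosomes. Xist, the RNA that silences an X chromosome in females, averaged 16.15 ± 0.33 log2 in females and 5.88 ± 0.12 in males (mean ± SD, n = 6 each). The Y-linked Eif2s3y, Kdm5d and Uty averaged 10.38, 9.51 and 10.01 in males and 5.698, 5.398 and 5.637 in females. Across transcripts brighter than the median, arrays of the same group differed from one another by a standard deviation of 0.232 to 0.382 log2 (median 0.289, 12 pairs), and arrays of different groups by 0.266 to 0.41 (median 0.335, 54 pairs). The first principal component of these brighter transcripts held 27% of their variance and separated the sexes. A pair of arrays stood apart: female LFD replicate 2 lay at 38.1 on the second component, with 14.44% of the variance, and male LFD replicate 3 at -31.46 on the third, with 11.15%. In male LFD replicate 3 the marker genes of small intestine and proximal gut averaged 0.949 log2 above their means over all arrays, and heat shock genes 0.57 above. Group medians were 5.35 ± 0.03 (male HFD), 5.28 ± 0.02 (male LFD), 5.28 ± 0.0086 (female HFD) and 5.33 ± 0.05 log2 (female LFD, mean ± SD, n = 3 each).

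In the colon epithelium of male mice, genes of lipid synthesis and of the circadian clock stood among the largest differences between the diets. Scd1, whose enzyme makes monounsaturated from saturated fatty acids, was lower on HFD by 2.03 log2 (SE 0.298, n = 3 per diet), at 7.84 ± 0.11 against 9.87 ± 0.34 on LFD, which is 4.08-fold. Dgat2, which catalyses the last step of triglyceride synthesis, was higher by 1.12 (SE 0.18), at 10.70 ± 0.23 against 9.58 ± 0.17. Npas2, an activator of the clock, was lower by 1.19 (SE 0.184), while Dbp, a transcription factor driven by the clock, and Per2, a repressor within it, were higher by 1.42 (SE 0.3) and 0.95 (SE 0.211). Trpm6, a magnesium channel of the apical membrane, differed by -1.40, Dusp6, a phosphatase that restrains ERK, by -1.11, and Rasd1, a small GTPase induced by glucocorticoids, by -1.15. Smaller negative differences belonged to the cytokine receptor Lifr (-0.96), C2cd4b (-0.92), Ly6c2 (-0.82), the AMPK subunit Prkab2 (-0.82), the carboxypeptidase Cpm (-0.81), Slc35e3 (-0.78) and the ubiquitin ligase Rnf125 (-0.78). Among the genes higher on HFD, 6 were variable segments of immunoglobulins, with differences from 0.60 (Ighv1-55) to 1.14 (Ighv1-76). On the male arrays Ighv1-55 and Igkv5-48 lay below the array medians, and Ighv6-3 and Ighv6-6 above them. The others were the membrane-binding annexin Anxa8 (1.30), the BMP antagonist Cer1 (0.65) and the non-coding D14Ertd670e (0.61).

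These genes had an unadjusted p below 0.001 and no overlap between the male HFD and LFD arrays, which chance gives 10% of transcripts when they are not chosen by their difference, as these were. In all, 139 transcript clusters had such a p, 81 higher and 58 lower on HFD, where chance gives 65.96. By limma 0 transcripts passed the adjusted threshold (smallest adjusted p = 0.305), and 5197 had an unadjusted p below 0.05, where chance gives 3298. The count was also 0 with an intensity trend, with robust variances, with array weights and on the 6 male arrays alone with or without moderation. Without moderation in the 4 group model it was 1, a transcript cluster without a symbol (0.43 log2, adjusted p = 0.00141). Leaving out female HFD replicate 3 brought in Scd1 (adjusted p = 0.0352), and leaving out female LFD replicate 1 brought in Npas2 (adjusted p = 0.0401). The unadjusted count of 139 was 84, 217 and 89 without male HFD replicates 1, 2 and 3, 76 when only transcripts with 1 symbol were fitted and 240 with array weights. Its division by direction moved to 43 higher and 106 lower when arrays were centred on their medians, and to 67 and 56 after quantile normalisation.

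**Figure D1:**
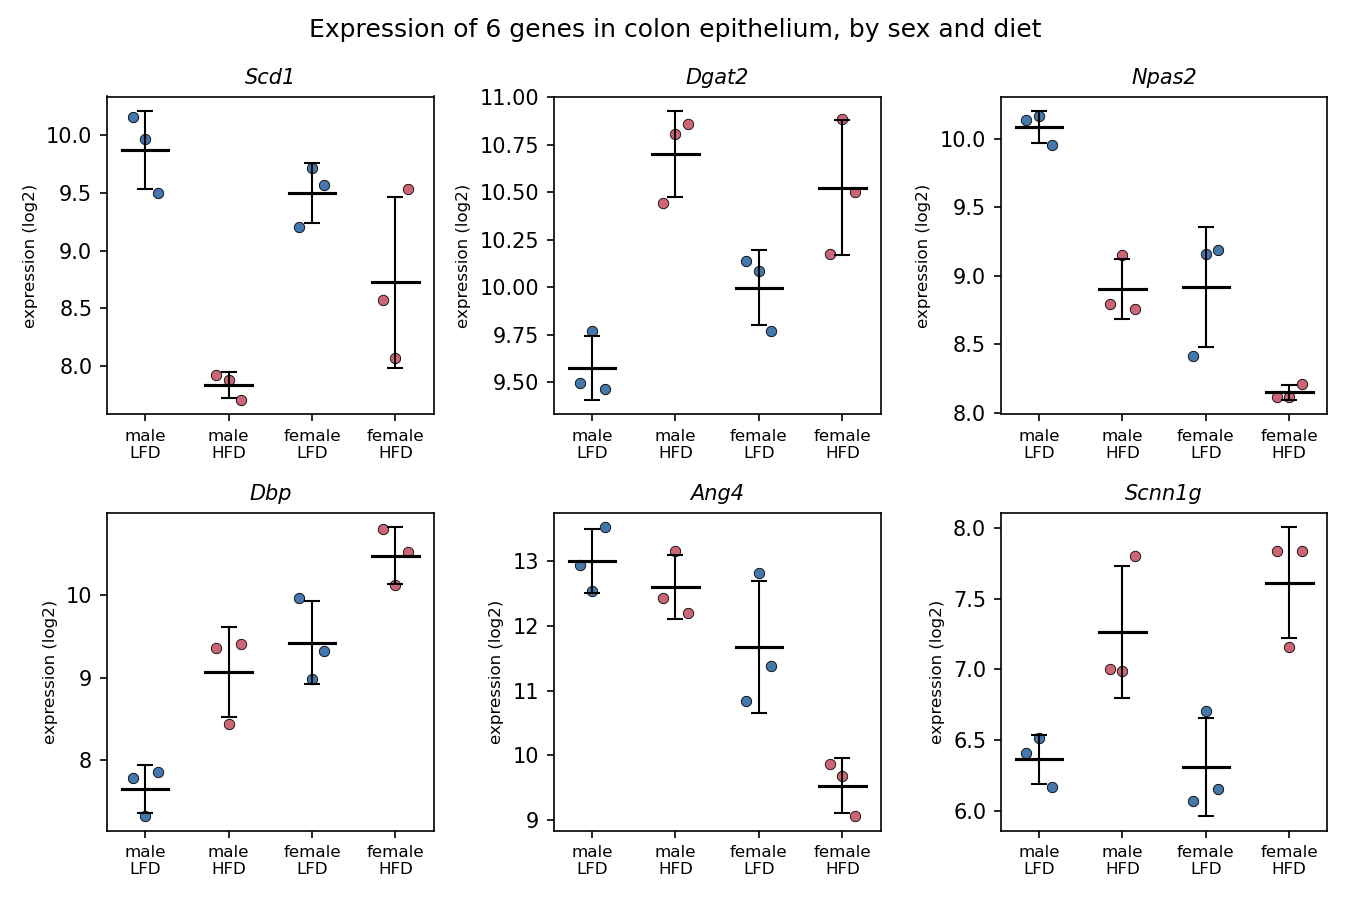
Expression of Scd1, Dgat2, Npas2, Dbp, Ang4 and Scnn1g (log2) on each array, with the mean as a bar and the SD as whiskers, for male and female mice on LFD (blue) and HFD (red), n = 3. Scd1 averaged 7.84 on HFD and 9.87 on LFD in males, and Ang4 averaged 9.54 on HFD and 11.68 on LFD in females.

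Among the gene groups that fell in males on HFD, the cell cycle genes moved as a body. All 47 measured members were lower, by a median of -0.285 log2 (adjusted p = 2.89e-12, and adjusted p = 0.42 with an estimated correlation). The mitotic kinases Ttk (-0.42) and Bub1 (-0.40) and the topoisomerase Top2a (-0.47) were among them. Fatty acid synthesis fell with 21 of 26 genes lower, by a median of -0.207 (adjusted p = 1.22e-06, and adjusted p = 0.238 with an estimated correlation). Besides Scd1 these included Gpam (-0.62), which starts glycerolipid synthesis, and the elongase Elovl5 (-0.60), and the 3 passed when adjusted over the list alone. AP-1 and immediate early genes, transcribed within minutes of a stimulus, fell with 29 of 33 lower (median -0.247, adjusted p = 1.22e-06, and adjusted p = 0.42 with an estimated correlation). Dusp6 passed over the list alone, and Nr4a1 and Ier2 differed by -1.29 and -0.66. The unfolded protein and integrated stress response fell with 30 of 39 lower (median -0.12, adjusted p = 0.000298, and adjusted p = 0.42 with an estimated correlation). The stress transcription factor Ddit3 (-0.71) passed over the list alone and Atf4, its activator, differed by -0.46. MHC class I genes fell with 17 of 20 lower (median -0.136, adjusted p = 2.01e-05, and adjusted p = 0.277 with an estimated correlation), with the immunoproteasome subunit Psmb8 (-0.41) and H2-T10 (-0.30) passing over the list alone. Markers of B and plasma cells rose, with 25 of 26 higher (median 0.158, adjusted p = 2.65e-06, and adjusted p = 0.238 with an estimated correlation). Among them were Cd52 (0.42) and the plasma cell receptor Tnfrsf17 (0.39), and none passed over the list alone. These markers were dim, at means of 4.87 log2 (Cd22) to 5.89 (Cd52) for the members with the smallest p. In 5 of these 6 groups the score of each male HFD array lay beyond every LFD array, and for cell cycle 2 of 3 did. Without male HFD replicate 3 the medians of cell cycle and of the stress response were -0.174 and -0.0669 (adjusted p = 3.57e-05 and adjusted p = 0.0332). These 6 calls were kept without any single array, under both scalings, without the dim transcripts and against lists matched on mean expression.

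A further 4 groups kept their calls without any single array and lost them under a scaling or without the dim transcripts. TCA cycle genes fell, with 22 of 24 lower (median -0.101, adjusted p = 0.000102, and adjusted p = 0.42 with an estimated correlation), but had a median of -0.0419 (adjusted p = 0.124) after quantile normalisation. They included Pck1 (-0.38), which makes glucose precursors, and Idh2 (-0.27). HNF4A and other intestinal transcription factors fell with 18 of 21 lower, among them Klf4 (-0.24) and Elf3 (-0.26), which act in epithelial differentiation (median -0.161, adjusted p = 0.00209, and adjusted p = 0.298 with an estimated correlation). After quantile normalisation the median was -0.1 (adjusted p = 0.105). Markers of fibroblasts, with 27 of 33 higher (median 0.0854, adjusted p = 0.00176, and adjusted p = 0.42 with an estimated correlation), had 0.0265 after quantile normalisation (adjusted p = 0.203). Markers of enteric neurons and glia, with 22 of 24 higher (median 0.0613, adjusted p = 0.000835, and adjusted p = 0.335 with an estimated correlation), had 0.0141 after quantile normalisation (adjusted p = 0.145) and turned to -0.000725 when arrays were centred. Left-out arrays also moved these medians: TCA cycle to -0.157 and -0.0533 without male LFD replicates 1 and 3, and transcription factors to -0.0968 without male LFD replicate 2. Fibroblasts moved to 0.0559 without male LFD replicate 3, and enteric neurons to 0.094 and 0.102 without male HFD replicate 2 and male LFD replicate 2. Another 7 of the 17 lists called in males lost the call without at least 1 array. No list was called in males with an estimated correlation or by fry, and 8 passed fry's test for change in either direction. Of the 17 called 10 had scores that separated the diets. Chance gives 10% for lists not chosen by a difference between the same arrays, as these were, so the separation is no further evidence.

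Among the genes that met the same rule in female mice, the largest positive difference belonged to Scnn1g, the gamma subunit of the epithelial sodium channel, which was higher on HFD by 1.30 log2 (SE 0.254, n = 3 per diet), at 7.61 ± 0.39 against 6.31 ± 0.35, or 2.47-fold. Hsd11b2, which shields the mineralocorticoid receptor from glucocorticoids, was higher by 0.63 (SE 0.144), Slc5a1, the sodium-glucose transporter, by 0.53 (SE 0.104), and Kyat1, an aminotransferase of kynurenine, by 0.73 (SE 0.116). The peptidase Enpep (0.88), the amino acid transporter Slc6a20a (0.62), the fatty acid hydroxylase Cyp4f40 (0.66), the deiodinase Dio1 (0.57), the kinase Tesk2 (0.56), the brush border myosin Myo1a (0.51) and Cdipt (0.47), which makes phosphatidylinositol, were also higher. Ang4, an antimicrobial ribonuclease of secretory cells, was lower by 2.14 (SE 0.448), at 9.54 ± 0.42 against 11.68 ± 1.02, or 4.42-fold. Genes expressed in stromal and lymphoid cells made up other negative differences: Gpx8 (-0.71), Serping1 (-0.64), Igfbp6 (-0.42) and the receptor of interleukin 7, Il7r (-0.43), together with the prokineticin receptor Prokr1 (-0.44).

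By limma 0 transcripts passed the adjusted threshold in females (smallest adjusted p = 0.551), with 4088 at an unadjusted p below 0.05 and 64 below 0.001, of which 24 were higher and 40 lower on HFD. Chance gives 3298 and 65.96. The adjusted count was also 0 with an intensity trend, with robust variances with array weights and without moderation in the 4 group model. On the 6 female arrays alone it was 1, a transcript without a symbol at 2.46 log2 with moderation (adjusted p = 0.0097) and another at -0.46 without (adjusted p = 0.045). Without female LFD replicate 1, Gm20854 (-1.40, adjusted p = 0.029) and Itprip (2.04, adjusted p = 0.0349) passed, both named here after their values were seen. The transcript cluster of Gm20854 is assigned to the Y chromosome, which females lack, so its signal there cannot be read as expression of that gene. The count of 64 became 227 without female LFD replicate 3 and 35 without the dim transcripts. Its division by direction became 24 and 29 after quantile normalisation, and 49 higher and 21 lower with centred arrays.

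Gene groups of transport and of energy metabolism rose in females on HFD. Ion and water transport genes were higher in 33 of 42 (median 0.163, adjusted p = 6.64e-08, and adjusted p = 0.0962 with an estimated correlation), and 9 passed over the list alone. Beside Scnn1g and Hsd11b2 these included the bicarbonate-permeable channel Best2 (1.17) and the beta subunit of the sodium channel, Scnn1b (0.73). Oxidative phosphorylation rose with 65 of 67 higher (median 0.14, adjusted p = 1.16e-13, and adjusted p = 0.268 with an estimated correlation). The TCA cycle rose with 23 of 24 (median 0.0981, adjusted p = 2.04e-06, and adjusted p = 0.289 with an estimated correlation). Fatty acid oxidation genes and PPAR targets rose with 29 of 37 higher (median 0.206, adjusted p = 6.64e-08, and adjusted p = 0.24 with an estimated correlation). The lipid droplet coat Plin2 (0.31), the dehydrogenase Hadh (0.29) and the mitochondrial import enzyme Cpt1a (0.37) had the smallest p. Glycolysis and glucose uptake rose with 16 of 21 higher (median 0.153, adjusted p = 0.000243, and adjusted p = 0.198 with an estimated correlation), with Slc5a1 passing over the list alone. Xenobiotic metabolism rose with 44 of 52 higher (median 0.245, adjusted p = 1.83e-07, and adjusted p = 0.24 with an estimated correlation), for example the quinone reductase Nqo1 (0.45), Fmo1 (0.76) and the glutathione transferase Gstp1 (0.48). The oxidative stress response rose with 21 of 27 higher (median 0.0957, adjusted p = 0.00105, and adjusted p = 0.24 with an estimated correlation), with Sod1 at 0.36. Against lists matched on mean expression, tried after the data were seen, the TCA cycle and the oxidative stress response did not pass (adjusted p = 0.248 and 0.0976). Scores of all 3 female HFD arrays lay above every LFD array for ion transport and glycolysis, and those of 2 did for the other 5 groups.

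Histone genes and markers of lymphoid and stromal cells fell in females. Cell cycle genes did too, all 47 being lower (median -0.188, adjusted p = 6.64e-08, and adjusted p = 0.378 with an estimated correlation), but lost the call without female LFD replicate 3 (-0.111, adjusted p = 0.067). All 11 histone genes were lower (median -0.266, adjusted p = 1.91e-05, and adjusted p = 0.24 with an estimated correlation). Markers of T and natural killer lymphocytes were lower in 34 of 39 (median -0.104, adjusted p = 1.83e-07, and adjusted p = 0.249 with an estimated correlation). Il7r, the granzyme Gzma (-0.53) and Gimap4 (-0.60) passed over the list alone. Fibroblast markers were lower in 29 of 33 (median -0.133, adjusted p = 5.99e-07, and adjusted p = 0.24 with an estimated correlation), with Serping1, Gpx8 and the matrix protein Sparc (-0.35) passing over the list alone. Endothelial markers were lower in 19 of 23 (median -0.0802, adjusted p = 0.00718, and adjusted p = 0.315 with an estimated correlation), but had -0.0264 after quantile normalisation (adjusted p = 0.307). For histones, lymphocytes, fibroblasts and endothelium the scores of all 3 HFD arrays lay below every LFD array. Single arrays moved medians in females by over 1.5 times without ending a call. Without female HFD replicate 2 fatty acid oxidation was 0.075, the TCA cycle 0.164 and oxidative stress 0.159, and without female HFD replicate 3 oxidative phosphorylation was 0.0932, oxidative stress 0.0582 and ion transport 0.249. Ion transport was 0.245 without female LFD replicate 1, and oxidative stress 0.0477, fibroblasts -0.0727 and endothelium -0.0456 without female LFD replicate 2, while glycolysis was 0.09 without female LFD replicate 3. Of the 23 lists called in females 12 lost the call without at least 1 array, the count falling to 14 and 15 without female HFD replicate 3 and female LFD replicate 3. None was called with an estimated correlation or by fry, 6 passed fry's test for either direction, and the scores of 13 of the 23, chosen by the same difference, separated the diets.

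Averaged over the sexes, clock genes and the sodium channel subunit led the differences among genes whose HFD and LFD arrays overlapped in neither sex. Scd1 differed by more (-1.40), but its female arrays overlapped. Dbp was higher by 1.24 log2 (SE 0.212), Scnn1g by 1.10 (SE 0.179), Per2 by 0.88 (SE 0.15), Dgat2 by 0.82 (SE 0.127) and Kyat1 by 0.61 (SE 0.0824). Npas2 differed by -0.98 (SE 0.13) and Dusp6 by -0.86 (SE 0.136). The clock-controlled Tef (0.57) and Nr1d2 (0.51), Myo1a (0.41), the fatty acid hydroxylases Cyp4f16 (0.38) and Cyp4f37 (0.35), Esp15 (0.30) and the protease inhibitor Spint1 (0.28) were higher. Ly6c2 (-0.74), Rnf125 (-0.67), the inflammatory caspase Casp4 (-0.58) and Slc35e3 (-0.52) were lower. By limma 0 transcripts passed the adjusted threshold (smallest adjusted p = 0.23), 80 had an unadjusted p below 0.001, 40 in each direction, and 3362 one below 0.05. With an intensity trend, with robust variances and without moderation the adjusted count was also 0. It was 1 with replicate numbers as blocks (Dbp, adjusted p = 0.0354) and without female HFD replicate 3 (Scd1, -1.60, adjusted p = 0.0215). It was 2 without female LFD replicate 1 (Npas2, -1.11, adjusted p = 0.00459, and Per2, 1.01, adjusted p = 0.0483).

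Across the sexes the cell cycle list fell with all 47 genes lower (median -0.243, adjusted p = 3.46e-22, and adjusted p = 0.332 with an estimated correlation). Its mean score was -0.112 ± 0.182 in male HFD, 0.161 ± 0.142 in male LFD, -0.129 ± 0.094 in female HFD and 0.081 ± 0.167 in female LFD (mean ± SD, n = 3 each). Histone genes fell with 10 of 11 lower (median -0.194, adjusted p = 2.64e-07, and adjusted p = 0.308 with an estimated correlation). Of these H2ac15 (-0.36), H4c1 (-0.34) and the linker histone H1f1 (-0.46) passed over the list alone. AP-1 genes fell with 28 of 33 lower (median -0.172, adjusted p = 3.58e-07, and adjusted p = 0.368 with an estimated correlation), among them the nuclear receptors Nr4a1 (-1.03) and Nr4a2 (-0.52). The stress response fell with 31 of 39 lower (median -0.0848, adjusted p = 7.66e-05, and adjusted p = 0.368 with an estimated correlation), with Ddit3 at -0.42. The interferon response fell with 39 of 48 lower (median -0.0652, adjusted p = 2.46e-06, and adjusted p = 0.332 with an estimated correlation), with the checkpoint ligand Cd274 at -0.34. Ion and water transport rose with 31 of 42 higher (median 0.102, adjusted p = 2.46e-06, and adjusted p = 0.193 with an estimated correlation), although Trpm6, at -0.83, went the other way. Of the 6 HFD arrays, 3 had cell cycle scores below every LFD array and all 6 lay below the LFD mean. For histones these numbers were 4 and 6, for interferon 5 and 6, for ion transport (above) 5 and 6, for AP-1 0 and 4 and for the stress response 0 and 5. The sexes were pooled in these counts. AP-1 scores of male HFD arrays, at 0.1 or more, all exceeded those of female LFD arrays, at -0.0745 or less. Within males the AP-1 and stress response scores of all 3 HFD arrays lay below every LFD array, and within females 0 did. The median was -0.0397 for interferon without male LFD replicate 3 and -0.055 for the stress response without female LFD replicate 3. These 6 calls were kept without any single array, while the other 10 of the 16 lists called were not, and 0 of the 16 were called with an estimated correlation or by fry.

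The diet effects of the sexes differed in lists of metabolism and of other cell types. Xenobiotic metabolism had a smaller value in males than in females for 47 of 52 genes (median difference -0.357, adjusted p = 2.24e-07, and adjusted p = 0.173 with an estimated correlation). So did oxidative phosphorylation for 64 of 67 (-0.2, adjusted p = 2.84e-10, and adjusted p = 0.299 with an estimated correlation). The TCA cycle did for 24 of 24 (-0.221, adjusted p = 3.87e-08, and adjusted p = 0.209 with an estimated correlation). Fatty acid synthesis did for 22 of 26 (-0.278, adjusted p = 4.84e-05, and adjusted p = 0.173 with an estimated correlation). Fatty acid oxidation, MHC class I and the intestinal transcription factors also had lower values in males, with -0.258, -0.179 and -0.246 (adjusted p = 2.09e-05, 2.76e-05 and 4.84e-05). With an estimated correlation their adjusted p was 0.296, 0.173 and 0.173. Markers of fibroblasts were the reverse, higher in the male effect for 28 of 33 (0.216, adjusted p = 2.62e-07, and adjusted p = 0.173 with an estimated correlation). So were those of B and plasma cells for 24 of 26 (0.212, adjusted p = 4.22e-06, and adjusted p = 0.173 with an estimated correlation). Both passed fry with an adjusted p of 0.0301. These 9 of the 24 lists called kept the call without any single array and under both scalings, although without female HFD replicate 2 the fatty acid oxidation median was -0.134. Against lists matched on mean expression the TCA cycle and MHC class I did not pass (adjusted p = 0.136 and 0.0998), with 11 lists called, and quantile normalisation left 10 called. For cell cycle, clock, histone, interferon and stress response genes the difference between the sexes was not detectable (-0.0568, -0.0463, 0.0829, 0.0251 and -0.0584, adjusted p = 0.161, 0.506, 0.506, 0.682 and 0.0945).

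Of single genes, none had an interaction past the adjusted threshold by limma (smallest adjusted p = 0.399), with 6025 at an unadjusted p below 0.05, 157 below 0.001 and 0 with an intensity trend or robust variances. Without moderation 1 passed, the transcript without a symbol seen in males (0.51, adjusted p = 0.00557), and without female LFD replicate 3 Gm25160 did (1.29, adjusted p = 0.0498). The smallest p belonged on 1 side to the dim Cer1 (1.09), Prokr1 (0.66), the dim Ighv1-55 (0.80), Ccdc169 (0.72) and the homeobox gene Hoxc6 (0.50). On the other it belonged to Cpm (-0.90), Gpam (-0.78), Slc5a1 (-0.67), the iron carrier Slc25a28 (-0.59) and Gclc (-0.58), which makes glutathione. Of the 157, 126 had the higher value in males and 31 the lower, which became 83 and 41 after quantile normalisation and 49 and 80 with centred arrays. Transcripts dimmer than the median had a median interaction of 0.105 log2 and the brighter ones -0.0451. Over the 17697 brighter genes the diet effects of the sexes had a correlation of -0.0344 (rank correlation -0.0935), and 41.7% had the same sign. The correlation was 0.0432 after quantile normalisation, 0.121 without female LFD replicate 2 and -0.166 without female LFD replicate 3, within the range of -0.28 to 0.289 over 99 relabellings.

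**Figure D2:**
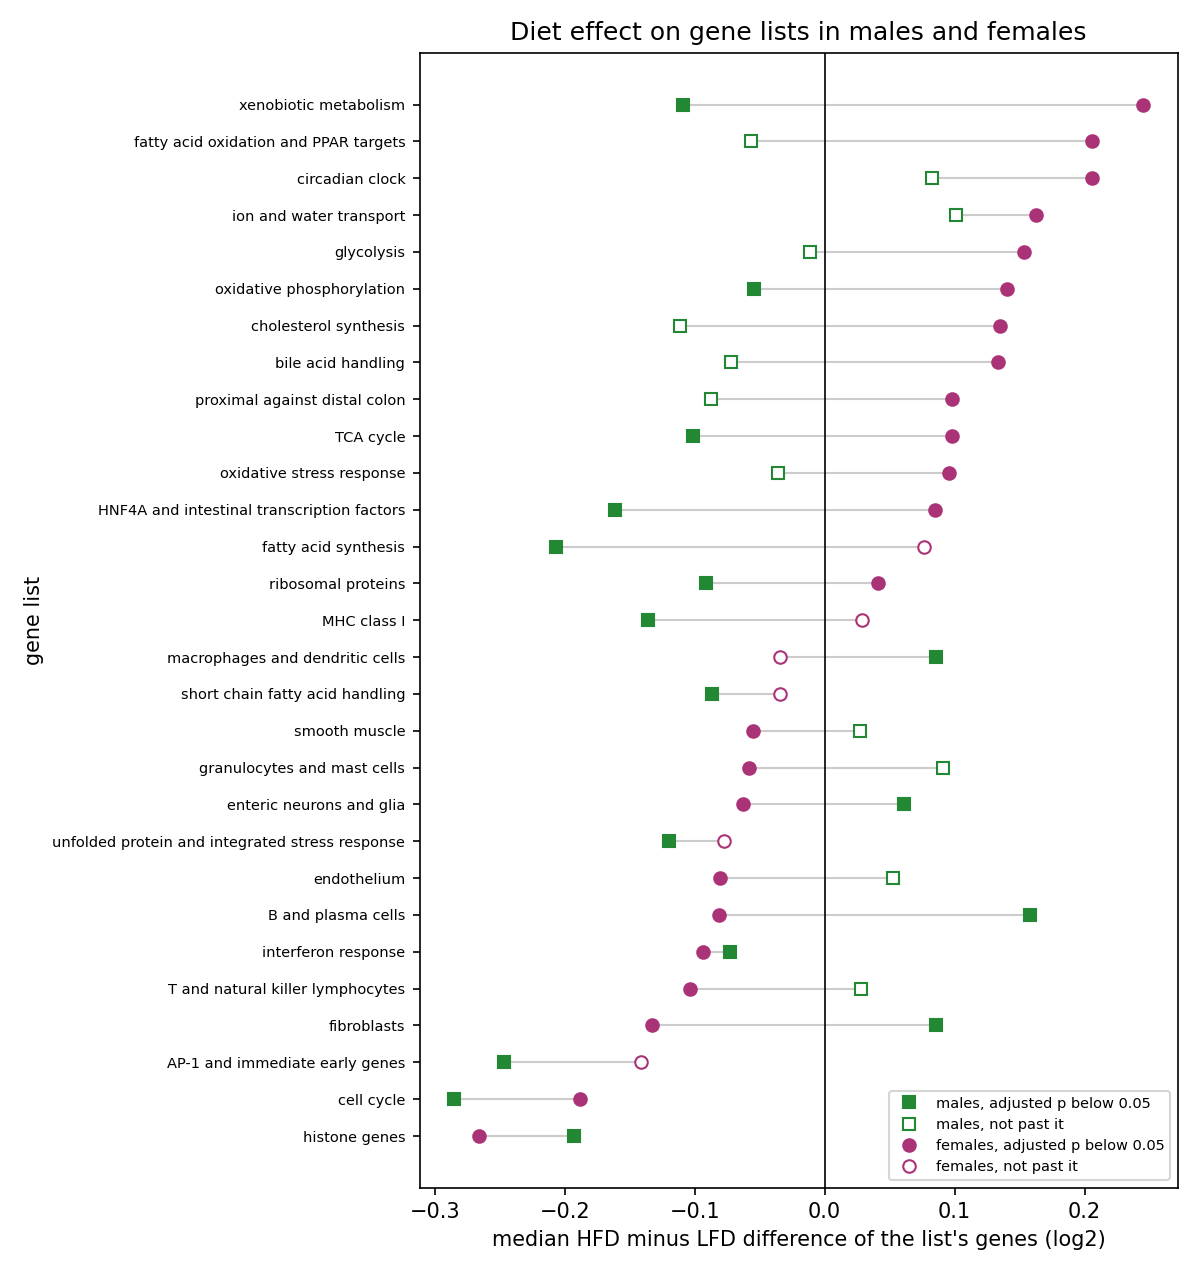
Median difference between HFD and LFD (log2) of the gene lists called in either sex, in males (green squares) and females (purple circles), filled where the adjusted p of camera was below 0.05. Cell cycle genes lay at -0.285 and -0.188 and oxidative phosphorylation at -0.0546 and 0.14, the female cell cycle call being lost without female LFD replicate 3 and the male value of oxidative phosphorylation turning to 0.012 after quantile normalisation, as the male value of enteric neurons turned to -0.000725 with centred arrays.

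Of the 6 genes the study singled out, Scd1 and Fmo1 had the largest differences. In males and females Hnf4a, a master regulator of epithelial identity, had -0.0033 and 0.17, the homeobox factor Cdx2 -0.20 and 0.04, the sulfatase Sulf2 -0.07 and -0.24, the monooxygenase Fmo1 0.04 and 0.76, Fmo2 0.14 and -0.39, and Scd1 -2.03 and -0.77. Over this list alone Scd1 passed in males and Fmo1 in females, and the list as a whole was not called (adjusted p = 0.137 in males and 0.749 in females). The sign of Hnf4a in males turned after quantile normalisation (0.04) and without male HFD replicates 1 (0.03) and 3 (0.04) or male LFD replicate 1 (0.0098). That of Fmo1 in males turned with centred arrays (-0.02) and without male LFD replicates 1 (-0.06) and 2 (-0.06). That of Sulf2 in males turned without male LFD replicate 3 (0.0018), and that of Cdx2 in males without male LFD replicate 2 (0.02). In females the sign of Cdx2 turned without female HFD replicate 2 (-0.10) or female LFD replicate 3 (-0.0014) and with array weights (-0.0086). Of the genes the study tested by qPCR 35 of 38 were measured, a list chosen in part on these samples and so not independent evidence. In males 23 were lower and 12 higher (median -0.0481, adjusted p = 0.112), with 7 and 3 passing over the list alone, such as Ddit3, Cpm, the lysolipid carrier Mfsd2a (-0.54) and Zbtb10 (-0.55). In females 24 were lower and 11 higher (median -0.0731, adjusted p = 0.12), with 2 and 1 passing over the list alone, namely Gpx8, Gimap4 and Tmem41a (0.33).

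Other lists lost the call of a sex without particular arrays. In males handling of short chain fatty acids had a median of -0.0864 (adjusted p = 0.0209, and adjusted p = 0.42 with an estimated correlation). It had -0.0581 without male HFD replicate 3 and -0.0614 without male LFD replicate 3 (adjusted p = 0.0673 and 0.127). Macrophage and dendritic cell markers had 0.0855 (adjusted p = 0.0209, and adjusted p = 0.42 with an estimated correlation). They had 0.0742 without male HFD replicate 3 and 0.0631 and 0.0694 without male LFD replicates 1 and 3 (adjusted p = 0.0968, 0.0516 and 0.0691). Ribosomal proteins had -0.0912 (adjusted p = 0.000277, and adjusted p = 0.46 with an estimated correlation). The median moved to -0.0607 without male HFD replicate 1 and -0.14 without male LFD replicate 1, and to -0.0533 without male LFD replicate 3 (adjusted p = 0.0691). In females ribosomal proteins were called the other way, at 0.041 (adjusted p = 0.0323, and adjusted p = 0.626 with an estimated correlation). They had 0.0167 without female HFD replicate 3 (adjusted p = 0.307) and turned to -0.0035 without female LFD replicate 2 (adjusted p = 0.803). After quantile normalisation neither sex kept the call (-0.0356 and 0.0079, adjusted p = 0.222 and 0.937). In females cholesterol synthesis had 0.135 (adjusted p = 0.00961, and adjusted p = 0.589 with an estimated correlation). It had 0.0936 without female HFD replicate 3 and 0.107 and 0.0928 without female LFD replicates 2 and 3 (adjusted p = 0.0936, 0.088 and 0.156). Bile acid handling had 0.133 (adjusted p = 0.0229, and adjusted p = 0.26 with an estimated correlation) and 0.223 without female HFD replicate 1. It lost the call at 0.0991 and 0.093 without female HFD replicates 2 and 3 and at 0.162 and 0.101 without female LFD replicates 2 and 3 (adjusted p = 0.269, 0.0737, 0.0512 and 0.17). Smooth muscle markers had -0.0553 (adjusted p = 0.0286, and adjusted p = 0.249 with an estimated correlation), but -0.055 and -0.0409 without replicate 3 of female HFD and of female LFD (adjusted p = 0.0703 and 0.183). Granulocyte and mast cell markers had -0.0581 (adjusted p = 0.0317, and adjusted p = 0.315 with an estimated correlation) and -0.117 without female HFD replicate 1. They lost the call at -0.0595 and -0.0803 without female HFD replicates 2 and 3 or at -0.0491 and -0.075 without female LFD replicates 1 and 3 (adjusted p = 0.0808, 0.0877, 0.203 and 0.0753). Genes that part proximal from distal colon had 0.0981 (adjusted p = 0.0443, and adjusted p = 0.24 with an estimated correlation) and 0.181 without female LFD replicate 3. They lost the call at 0.0981 without male LFD replicate 3, 0.12 and 0.0457 without female HFD replicates 1 and 3 and 0.0634 without female LFD replicate 1 (adjusted p = 0.0559, 0.0939, 0.127 and 0.198).

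Further calls of lists described above were lost without single arrays. In males histones had -0.193 (adjusted p = 0.00549, and adjusted p = 0.42 with an estimated correlation) and -0.297 without male HFD replicate 2. They lost the call at -0.158 and -0.183 without replicate 1 of male HFD and of male LFD (adjusted p = 0.0553 and 0.0573). Male oxidative phosphorylation had -0.0546 (adjusted p = 0.00745, and adjusted p = 0.625 with an estimated correlation), -0.102 without male LFD replicate 1 and 0.012 after quantile normalisation. It lost the call at -0.0221 without male HFD replicate 1 and at -0.0381 and -0.0127 without male LFD replicates 2 and 3 (adjusted p = 0.0705, 0.0643 and 0.306). Xenobiotic metabolism in males had -0.109 (adjusted p = 0.0064, and adjusted p = 0.42 with an estimated correlation), and -0.164 and -0.0698 without male LFD replicates 1 and 3. It lost the call at -0.0739 and -0.11 without replicate 2 of male HFD and of male LFD (adjusted p = 0.0603 and 0.162). B and plasma cells in females had -0.0816 (adjusted p = 0.0226, and adjusted p = 0.342 with an estimated correlation), losing the call at -0.0793, -0.0698 and -0.0943 without female HFD replicate 3 and female LFD replicates 1 and 3 (adjusted p = 0.0737, 0.198 and 0.0753). Intestinal transcription factors in females had 0.0848 (adjusted p = 0.00326, and adjusted p = 0.24 with an estimated correlation), and 0.0491 and 0.153 without replicate 3 of female HFD and of female LFD. They lost the call at 0.0558 without female LFD replicate 2 (adjusted p = 0.0879). Enteric neurons in females had -0.0626 (adjusted p = 0.0287, and adjusted p = 0.342 with an estimated correlation). That call was lost at -0.0559 and -0.057 without female HFD replicates 2 and 3 and at -0.0405 and -0.0748 without female LFD replicates 2 and 3 (adjusted p = 0.114, 0.0592, 0.129 and 0.103). The interferon response had -0.0732 in males and -0.0938 in females (adjusted p = 0.00224 and 0.00433, and adjusted p = 0.42 and 0.382 with an estimated correlation). In males it was -0.0448 and -0.13 without male HFD replicates 1 and 2 and -0.124 without male LFD replicate 2, and lost the call at -0.0202 without male LFD replicate 3 (adjusted p = 0.0691). In females it lost it at -0.0521 and -0.0897 without female LFD replicates 1 and 3 (adjusted p = 0.183 and 0.0753).

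Lists called in neither sex were spread over epithelial identity, immunity and signalling. Their medians in males and females were -0.0755 and 0.00657 for lipid uptake (adjusted p = 0.269 and 0.109), -0.149 and -0.121 for heat shock (0.0958 and 0.173), -0.0118 and 0.0467 for hypoxia (0.941 and 0.188). They were -0.0846 and -0.0224 for Wnt targets and stem cells (0.0958 and 0.932) and 0.095 and -0.0654 for MHC class II (0.0805 and 0.12). Antimicrobial defence had -0.0397 and -0.0572 (0.119 and 0.289), with Ang4 passing over the list alone in females, tight junctions -0.0109 and 0.0385 (0.565 and 0.0929) and growth factor and incretin signals -0.0804 and 0.0138 (0.0958 and 0.75). Among epithelial cell types, markers of absorptive colonocytes had 0.0478 and 0.021 (0.702 and 0.694), goblet cells -0.068 and -0.0149 (0.112 and 0.771), and deep crypt secretory cells -0.0911 and -0.0823 (0.112 and 0.516). Enteroendocrine cells had -0.0018 and 0.024 (0.693 and 0.517) and tuft cells 0.0663 and -0.0111 (0.211 and 0.75). Markers of adipocytes had 0.0792 and -0.0627 (0.137 and 0.259), erythrocytes and platelets 0.0973 and -0.0702 (0.655 and 0.289), and small intestine or proximal identity -0.14 and 0.0798 (0.121 and 0.0929). Genes of the Y chromosome had 0.0768 and -0.0834 (0.481 and 0.411), and those of X inactivation and escape -0.0416 and 0.0066 (0.236 and 0.339). Against lists matched on mean expression, tried after the data were seen, heat shock passed in males and females (adjusted p = 0.0451 and 0.00098). Absorptive colonocytes and small intestine identity did in males (adjusted p = 0.00163 and 0.00612), and deep crypt secretory cells, antimicrobial defence and goblet cells in females (adjusted p = 0.00576, 0.00302 and 0.0265). Matched lists were drawn gene by gene, so these p-values take no account of genes that move together. In male LFD, scores ran from -0.287 to 0.949 for small intestine identity and from -0.289 to 0.57 for heat shock, replicate 3 being highest. Of the male HFD arrays 0 lay beyond every LFD array for heat shock, absorptive colonocytes or small intestine identity. Absorptive colonocyte scores averaged -0.0544 in male HFD and -0.0436 in male LFD. Of lists called in the other sex, clock genes (0.0829) and ion transport (0.101) passed in males (adjusted p = 0.0028 and 0.00163), and AP-1 genes (-0.141) and the stress response (-0.0778) in females (adjusted p = 0.00098 each). The list of qPCR genes passed in females as well (adjusted p = 0.00327). On average over the sexes heat shock was called at -0.14 (adjusted p = 0.0215, and adjusted p = 0.792 with an estimated correlation). The call was lost without any 1 of 6 arrays, the median lying at -0.0256 without male LFD replicate 3, -0.082 without female HFD replicate 2 and -0.093 without female LFD replicate 1 (adjusted p = 0.639, 0.256 and 0.153).

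Between the sexes, AP-1 and immediate early genes were higher in males. Fosb, a partner in AP-1, was higher in males by 1.61 log2 (SE 0.189, adjusted p = 0.00594), at 14.80 on HFD and 15.19 on LFD against 13.61 and 13.18 in females. Of the 33 genes of the AP-1 list 31 were higher in males (median 0.627, adjusted p = 3.33e-28, and adjusted p = 0.0495 with an estimated correlation). Of these 26 passed over the list alone and 10 over all transcripts, among them the GTPase Rhob (0.78). Scores of all 6 male arrays lay above every female array, a separation chance gives for 0.216% of lists not chosen by their difference, as this one was. Dbp, lower in males by 1.59 (SE 0.212, adjusted p = 0.0127), Fam71a (1.83, adjusted p = 0.000741) and the ribosomal pseudogene Rps27a-ps3 (-0.87, adjusted p = 0.00943) kept their calls without any single array. Other calls did not. Ang4 was higher in males by 2.19 (adjusted p = 0.0191, but adjusted p = 0.0537 without male HFD replicate 1 and 0.0652 without female HFD replicate 3). The metallothionein Mt2 was lower by 1.89 (adjusted p = 0.029, but 0.0775 and 0.055 without male HFD replicates 1 and 2, 0.0735 without female HFD replicate 3 and 0.0586 and 0.0533 without female LFD replicates 2 and 3). The phospholipase Pla2g4c (1.89, adjusted p = 0.0249) and the mitochondrial tRNA mt-Tk (1.85, adjusted p = 0.0339) lost the call without any 1 of male HFD replicates 1, 2 and 3, male LFD replicate 1, female HFD replicates 1 and 3 and female LFD replicate 3. The adjusted p was then 0.0502 to 0.0746 for Pla2g4c and 0.0544 to 0.0986 for mt-Tk. The pseudogene Rps27a-ps2 (-0.78, adjusted p = 0.0314) lost it without any array of male HFD or female LFD and without female HFD replicates 1 and 3 (0.0522 to 0.0921). The colonic hormone Insl5 (-1.20, adjusted p = 0.0474) lost it without any array but male LFD replicate 3 (0.0551 to 0.116).

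In all, 297 transcripts passed the adjusted threshold for sex, 165 higher and 132 lower in males, with 7 and 0 of these on the Y chromosome, 6 and 17 on the X and 152 and 115 elsewhere. The count was 356 with an intensity trend, 254 with robust variances, 524 with array weights, 871 without dim transcripts and 21 without moderation. Arrays left out singly brought it to between 52 and 400. It was 59, 138 and 98 without male HFD replicates 1, 2 and 3, 97 without male LFD replicate 1, 138 and 52 without female HFD replicates 1 and 3, and 139 and 144 without female LFD replicates 2 and 3. Y chromosome genes had a median of 0.182 (adjusted p = 6.64e-14, and adjusted p = 0.00384 with an estimated correlation). X inactivation and escape genes had one of -0.634 (adjusted p = 2.9e-21, and adjusted p = 0.00384 with an estimated correlation). Enteroendocrine markers were lower in males in 22 of 26 (median -0.254, adjusted p = 9.89e-06, and adjusted p = 0.616 with an estimated correlation), and a median of -0.167 without male LFD replicate 3. Insl5 and the peptide hormone Pyy (-1.23) were among 9 that passed over the list alone. Oxidative phosphorylation was lower in 55 of 67 (median -0.128, adjusted p = 6.86e-07, and adjusted p = 0.722 with an estimated correlation), with 4 passing over the list alone, but did not pass against lists matched on mean expression (adjusted p = 0.0671). Antimicrobial defence was higher in males in 31 of 47 (median 0.103, adjusted p = 0.000676, and adjusted p = 0.125 with an estimated correlation). It was led by Ang4 and the lectin Itln1 (1.40), with a median of 0.0651 without female HFD replicate 3. The stress response was higher in 25 of 39 (median 0.0629, adjusted p = 0.000145, and adjusted p = 0.616 with an estimated correlation), with Ddit3 at 0.80 and Ppp1r15a, which restores translation, at 0.76. Its median was 0.115 and 0.0397 without male HFD and male LFD replicate 3, and 0.0993 and 0.0316 without female HFD replicates 1 and 2. Lipid uptake was higher in 20 of 31 (median 0.0712, adjusted p = 0.0146, and adjusted p = 0.616 with an estimated correlation). Of the 14 lists called for sex these 8 kept the call without any single array. The number called was 9 without male HFD replicate 1 or female LFD replicate 1, and 3 passed with an estimated correlation and by fry.

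**Figure D3:**
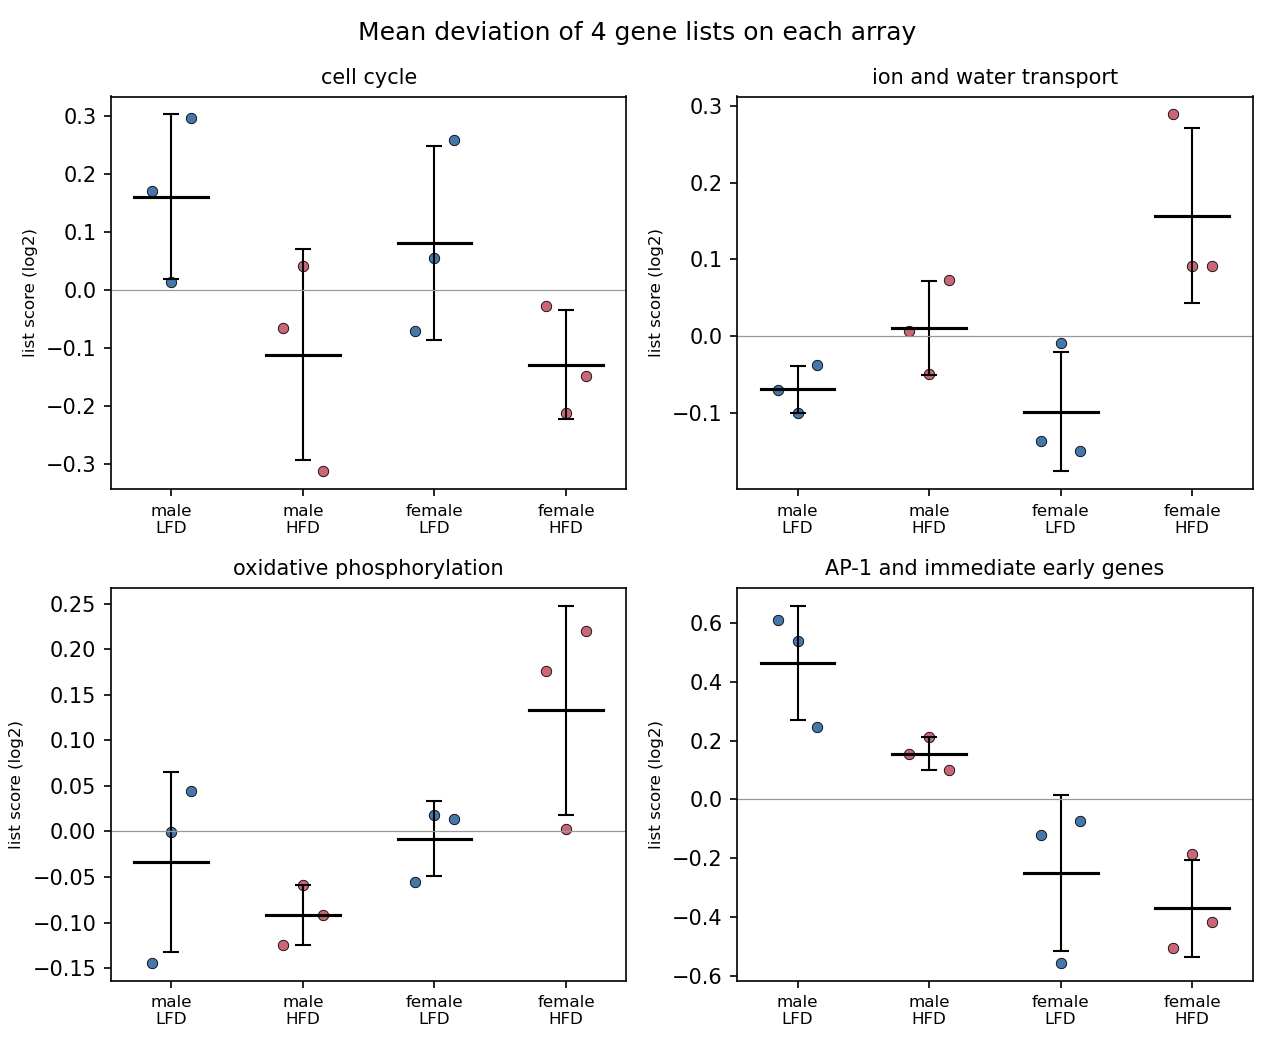
Score of each array (mean deviation of a list's genes from their means over 12 arrays, log2) for cell cycle, ion and water transport, oxidative phosphorylation and AP-1 genes, by sex and diet, with mean and SD, n = 3. AP-1 scores averaged 0.465 and 0.155 in males on LFD and HFD and -0.25 and -0.37 in females; the lower oxidative phosphorylation median of HFD males turned after quantile normalisation.

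Genes of the circadian clock differed with diet and with sex. Averaged over the sexes, 11 of the 22 passed over the list alone: Dbp (1.24), the repressors Per2 (0.88), Per3 (0.71), Per1 (0.36) and Cry2 (0.28), Tef (0.57), Nr1d2 (0.51) and Usp2 (0.51) were higher on HFD. The activators Arntl (-1.01) and Npas2 (-0.98) and the antagonist of Dbp, Nfil3 (-0.43), were lower. Between males and females the differences were -1.59 for Dbp, 1.07 for Arntl, 0.96 for Npas2 and -0.70 for Nr1d2, and 14 of the 22 passed over the list alone. Since the members go both ways, the list as a whole had a median of 0.0829 in males (adjusted p = 0.235) and 0.206 in females (adjusted p = 0.0317, and adjusted p = 0.374 with an estimated correlation). In females the call was lost at 0.133 and 0.145 without female HFD replicates 2 and 3 and at 0.16 and 0.0732 without female LFD replicates 2 and 3 (adjusted p = 0.0749, 0.0737, 0.158 and 0.12). Collection times are not given in the sources used here.

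**Figure D4:**
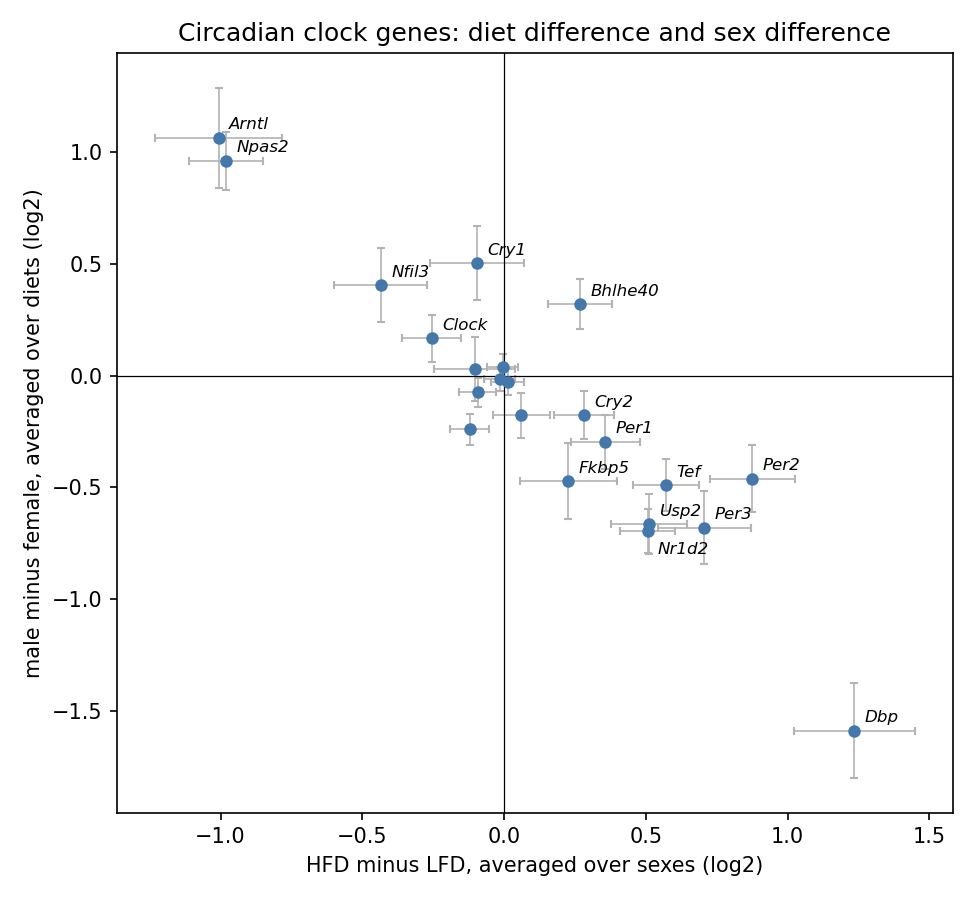
Clock genes by their difference between HFD and LFD averaged over the sexes (horizontal, log2) and between males and females averaged over the diets (vertical, log2), each point a gene, with SE as whiskers. Genes higher on HFD, such as Dbp (1.24), were lower in males (-1.59), and those lower on HFD, such as Npas2 (-0.98), were higher in males (0.96).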

Values the study reported

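The study counted differentially expressed transcripts at an unadjusted p below 0.001 within each sex and gave 134 for obese males and 68 for obese females against their lean counterparts. It put the share of epithelial cells after isolation at around 85% by a stain for EpCAM and CD45.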

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

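In this part the tests of explanations, the comparison with matched lists and the splits of the arrays were chosen after the results were seen. The alternatives were tried on interaction lists only then.

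A difference between the sexes in the effect of diet singled out 22 lists, each called in at least 1 sex and with a camera test of the interaction past the threshold. The male effect was lower than the female one for 14 of them: fatty acid oxidation (median difference -0.258 log2), cholesterol synthesis (-0.236), fatty acid synthesis (-0.278), glycolysis (-0.118), oxidative phosphorylation (-0.2), the TCA cycle (-0.221), bile acid handling (-0.214), xenobiotic metabolism (-0.357), oxidative stress (-0.125), AP-1 genes (-0.177), MHC class I (-0.179), intestinal transcription factors (-0.246), ribosomal proteins (-0.115) and ion and water transport (-0.153). It was higher for 8, which held the markers of T and natural killer lymphocytes (0.158), B and plasma cells (0.212), macrophages and dendritic cells (0.122), granulocytes and mast cells (0.15, but -0.0156 without dim transcripts), fibroblasts (0.216), smooth muscle (0.0836, but -0.0275 with centred arrays and -0.00763 without dim transcripts), endothelium (0.124, but -0.0381 without dim transcripts) and enteric neurons and glia (0.136). None passed with an estimated correlation, the smallest adjusted p being 0.173. Against lists matched on mean expression 8 of the 22 passed: fatty acid oxidation, fatty acid synthesis, oxidative phosphorylation, bile acid handling, xenobiotic metabolism, intestinal transcription factors, B and plasma cells and fibroblasts. The other 14 did not, so their differences were not detectable beyond those of equally bright genes, as for glycolysis (matched median -0.0985, adjusted p = 0.756), ribosomal proteins (-0.126, 0.832), ion transport (-0.12, 0.458), oxidative stress (-0.107, 0.756), AP-1 genes (-0.101, 0.136), cholesterol synthesis (-0.137, 0.0658), the TCA cycle (-0.14, 0.136) and MHC class I (-0.0839, 0.0998). Without single arrays calls ended for glycolysis (-0.139 without female LFD replicate 3, adjusted p = 0.0565), bile acid handling (-0.182 and -0.234 without female HFD replicate 2 and female LFD replicate 3, 0.0736 and 0.0846), oxidative stress (-0.0872 without male LFD replicate 3, 0.0538), ion transport (-0.12 without female HFD replicate 1, 0.0936), macrophages (0.112 without female LFD replicate 1, 0.0583) and smooth muscle (0.121 and 0.143 without replicate 3 of male LFD and of female LFD, 0.088 and 0.0819). Those of AP-1 genes ended at -0.102 and -0.104 without male LFD replicates 1 and 2, -0.0747 without female HFD replicate 2 and -0.0222 without female LFD replicate 2 (adjusted p = 0.195, 0.0582, 0.231 and 0.648), and cholesterol synthesis turned to 0.0167 without male LFD replicate 1. Medians moved by over 1.5 times with the call kept for glycolysis (-0.195 without male HFD replicate 2), ribosomal proteins (-0.19 and -0.175 without male LFD replicate 1 and female LFD replicate 3), cholesterol synthesis (-0.128 without male HFD replicate 3), bile acid handling (-0.361 and -0.113 without female HFD replicates 1 and 3), fatty acid oxidation (-0.134 without female HFD replicate 2), oxidative stress (-0.0721 without female LFD replicate 2) and AP-1 genes (-0.291 and -0.268 without replicate 3 of male LFD and of female LFD). Smooth muscle moved to 0.144 and 0.131 without male HFD replicate 3 and male LFD replicate 1, and to 0.139 and 0.152 without replicate 1 of female HFD and of female LFD. Of 100 splits drawn from the 200 possible, only the real one, 1 in all, called as many as 24 lists on the deposited values (highest other 21). After quantile normalisation 10 were called, which 38 of 100 splits reached (highest other 18), so chance cannot be excluded for that number. On the deposited values the share lay under 0.05, but the choice among many tests of splits was not counted.

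For 8 of the genes named in the text, Cer1 (1.09), Slc5a1 (-0.67), Prokr1 (0.66), Ccdc169 (0.72), Hoxc6 (0.50), Slc25a28 (-0.59), Gclc (-0.58) and Sod1 (-0.54), every HFD array lay beyond every LFD array in each sex, in opposite directions. This separation of arrays was not tested, and the limma interaction of each had an adjusted p of 0.399, or 0.414 for Sod1. All but Sod1 were also among the genes chosen by the p of their interaction. Cer1 was dim, below the lower quartile of every array. Of the 100 splits 2 reached the 157 transcripts with an interaction at an unadjusted p below 0.001 (highest other 275), and after quantile normalisation 3 reached the 124 found there (highest other 191). These shares lay under 0.05, but the choice among many tests of splits was not counted. The splits with more than the real number point to a structure of the samples. Chance is therefore not excluded, and the numbers are weak ground for an interaction. For the 0 transcripts past the adjusted threshold the splits test nothing, since all 100 must give as many (highest other 0).

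Dim transcripts shifted with diet and sex together: those dimmer than the median had a median interaction of 0.105 log2 and the brighter ones of -0.0451. Whether it came from the authors' normalization stays open: quantile normalisation left 0.195% of the shift of the dimmer ones, but it gives all arrays the same distribution and would remove such a shift whatever its cause. RNA from other cell types would raise lists of their markers beyond equally dim genes. Of the 8 lists tried, those flagged above as higher in males, without adipocytes or erythrocytes and platelets, 2 did: B and plasma cells (0.212 against 0.0979 for matched lists, adjusted p = 0.0168) and fibroblasts (0.216 against 0.0878, adjusted p = 0.00392). For the other 6 such RNA cannot be told apart from the shift of dim transcripts, and for the 2 it stays open. The isolation removed the lamina propria without leaving pure epithelium by the study's stain. Ptprc and Vim averaged 6.39 and 6.60 log2. Col3a1 and Jchain (5.18 and 4.79) lay below the Y-linked Kdm5d in females (5.398) and were not shown to be expressed. A biological difference between the sexes in the response to diet also stays open and was not tested.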

How the results depend on the processing

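The sets of alternatives named below as added, and the comparison with matched lists, were chosen only after the results were seen. For the 352 differences of named genes, alternatives other than leaving out an array gave 4163 values with the same direction and side of the threshold, 27 no longer past it, 26 newly past it and 4 with the other sign; without single arrays these numbers were 4123, 80, 11 and 10. For the 94 medians of called lists they were 545, 102, 0 and 11, and without single arrays 983, 142, 0 and 3. The cause was not tested for any result below that did not hold, except that fewer transcripts were tested without dim or unnamed ones. After quantile normalisation 10 lists were called in males and 10 for the interaction, Hnf4a in males was 0.0437 and oxidative phosphorylation in males 0.012. The correlation of the diet effects was 0.0432, a change of sign within 1 SD of its relabelled values (0.14), a tolerance set after the values were seen in place of 0.05. With centred arrays Fmo1 in males was -0.0189, enteric neurons in males -0.000725 and smooth muscle in the interaction -0.0275. Without dim transcripts 35 transcripts had an unadjusted p below 0.001 in females, 871 passed for sex, and 11, 15 and 12 lists were called in males, in females and for the interaction; granulocytes were 0.0383 in females and -0.0156 in the interaction, where smooth muscle was -0.00763 and endothelium -0.0381, and B and plasma cells between the sexes were -0.0287. When only transcripts with 1 symbol were fitted the male count at an unadjusted p below 0.001 was 76. Array weights gave 240 there, 524 for sex and -0.0086 for Cdx2 in females. Without moderation 1 transcript passed in males, 1 for the interaction and 21 for sex, and on the 6 female arrays alone 1 passed with and 1 without moderation. With an estimated correlation 0 lists were called in males, 0 in females, 0 on average and 0 for the interaction, with 3 for sex, and fry called 0, 0, 0, 3 and 3. Lists matched on mean expression left 11 for the interaction. With the added omission of both arrays that stood apart, Sulf2 in males was 0.0018, ribosomal proteins in females -0.0035, the clock on average -0.0065, small intestine identity in the interaction 0.101 and the correlation 0.135. The added omission of repeated transcripts gave 141, 64 and 332 for males, females and sex.

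Replicate numbers were tried as a block although they do not pair the samples: 4 of 12 arrays correlated best with an array of their own number, and residuals of the 18 pairs of equal number had a mean correlation of 0.0248 against -0.0124 for 36 other pairs. With the block 1 transcript passed on average over the sexes, Dbp, and 411 for sex.

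Leaving out each array in turn, with the pair that remains in its group assumed to vary like the other groups, gave 0 to 1 transcripts past the threshold in males, 0 to 2 in females, 0 to 2 on average, 0 to 1 for the interaction and 52 to 400 for sex. Counts at an unadjusted p below 0.001 were 84 to 217 in males and 48 to 227 in females. Lists called numbered 15 to 21 in males, 14 to 32 in females, 11 to 19 on average, 22 to 28 for the interaction and 9 to 15 for sex, and the correlation was -0.166 to 0.121. Signs changed over the left-out arrays for Hnf4a (-0.0785 to 0.0435), Fmo1 (-0.0616 to 0.247), Cdx2 (-0.322 to 0.0211) and Sulf2 (-0.122 to 0.0018) in males, Cdx2 in females (-0.100 to 0.186) and on average (-0.149 to 0.028), ribosomal proteins in females (-0.0035 to 0.0703), and cholesterol synthesis (-0.311 to 0.0167) and small intestine identity (-0.632 to 0.14) in the interaction. Signal over background limits what can be said of dim transcripts, which have no call of presence, and background correction and probe summary were not varied.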

Other observations

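The tests of explanations and the splits of the arrays in this part were chosen only after the results were seen, those for clock, cell cycle and AP-1 genes from 49 tested lists.

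Male LFD replicate 3 differed from the other arrays in genes of the upper gut. Fabp1, which carries fatty acids in absorptive cells of the small intestine, averaged 7.42 log2 in male LFD with an SD of 4.17, against 5.36, 4.98 and 5.05 in male HFD, female HFD and female LFD with SDs of 0.144, 0.114 and 0.24. Slc30a10, a manganese exporter, had an SD of 1.39 in male LFD and was higher on HFD in females by 1.54 (SE 0.502). Between the sexes the apolipoprotein Apoa1 was higher in males by 1.37 (SE 0.484) and the sterol transporter Npc1l1 by 0.54 (SE 0.174), neither past the adjusted threshold, though Apoa1 passed without male LFD replicate 3 (adjusted p = 0.0357). Fabp1 was named here after its values were seen.

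Clock genes that were higher on HFD were lower in males. Across the 22 genes the diet and the sex effect had a correlation of -0.916 (-0.855 without the 2 farthest genes), and the male and female diet effects one of 0.905, but chance cannot be excluded: 5 and 8 of 100 splits reached the first with the diets or the sexes relabelled (highest other 0.938 and 0.966), and 5 the second (highest other 0.916). Collection at different clock times would place both effects on a single axis. It stays open, since relabelled arrays also gave a median correlation of 0.707 and 0.785 in size. Quantile normalisation left 106% of the median size of the differences, so a remaining difference between the arrays' overall distributions did not produce them. The authors' normalization was not tested by that step, because RMA's own scaling, background correction and probe summary were not varied. A shift of the clock itself by diet or by sex would give the same axis, was not tested and stays open, as does the time of collection, which the sources used here do not give. The median size of the clock differences was 0.276 log2, which 3 of 100 splits of the arrays reached (highest other 0.279), but in 34 of the 100 some list of the 49 lay as far out as its 2.65 SD above the mean over the splits (highest other 4.3), so with the choice of the list counted chance cannot be excluded.

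AP-1 and immediate early genes were higher in males by a median of 0.627 log2, which 1 of 100 splits, the real one, reached (highest other 0.546), but in 11 of the 100 some list of the 49 lay as far out as its 3.34 SD (highest other 4.33), so with the choice of the list counted chance cannot be excluded. Quantile normalisation left 103% of the difference, so a remaining difference between the arrays' overall distributions did not produce it. That step could not test the authors' normalization, because RMA's own scaling, background correction and probe summary were not varied. Handling stress that also raises heat shock genes stays open: their score differed by -0.0616 between males and females, with a 95% interval of -0.393 to 0.27, where the AP-1 score differed by 0.62. An earlier bound for that test, at 0.31, was given up because it assumed a ratio between the responses. Handling and sex cannot be told apart, since no day or order of collection is given in the sources used here, and a biological difference between the sexes was not tested.

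The cell cycle difference between the diets, 0.243 log2 in size, was reached by 2 of 100 splits (highest other 0.259). In 52 of the 100 some list of the 49 lay as far out as its 2.28 SD (highest other 4.38), so chance cannot be excluded with the choice of the list counted. Nor can it be excluded for the 80 transcripts at an unadjusted p below 0.001 on average over the sexes, which 20 of 100 splits reached (highest other 275, over 3 times the real number, which points to a structure of the samples), or for the 16 lists called there (24 splits, highest other 25), while the splits test nothing for the 0 transcripts past the adjusted threshold, which all 100 must reach (highest other 1). It cannot be excluded either for the 14 lists called between the sexes (30 splits, highest other 29) or for the size of the correlation between the diet effects, 0.0344 (78 splits, highest other 0.289). For the 297 transcripts past the threshold for sex, only the real split, 1 of 100, reached that number (highest other 89). That share lay under 0.05, but the choice among many tests of splits was not counted.

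Within a sex the 10 possible splits are too few for a share under 0.05. The 0 transcripts past the adjusted threshold in males and in females are a number that 10 of 10 splits must reach (highest other 0), so the splits test nothing there. In males the real split gave 139 transcripts at an unadjusted p below 0.001 (2 of 10, highest other 150) and 17 lists (3 of 10, highest other 20). In females it gave 64 (7 of 10, highest other 221, several times the real number, which points to a structure of the samples) and 23 lists (1 of 10, highest other 19). On the 6 arrays of each sex without moderation 134 transcripts had an unadjusted p below 0.001 in males and 68 in females, of which 19 and 7 were shared with the 139 and 64 of the 12 array model.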
